A study of Mus musculus with 60 samples. Its data were reported in "Network analysis of skin tumor progression identifies a rewired genetic architecture affecting inflammation and tumor susceptibility" (2011).

How the data were processed

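Expression was measured in 60 carcinomas that DMBA (a carcinogen) and TPA (a tumour promoter) had induced on the back skin of 55 FVBBX mice. FVBBX mice come from a cross of Mus spretus (SPRET/Ei) with FVB/N, backcrossed to FVB/N. Per the labels, total RNA was extracted with Trizol, cleaned on a Qiagen column and labelled with biotin. Each tumour was hybridised to its own Affymetrix array of the mouse genome (the 3′ expression design). The authors deposited log2 expression values per probe set made with RMA, which corrects probe intensities for background, quantile-normalises all arrays together and summarises the probes of each set. The sources used here give neither the RMA version nor a genome build for these values. Quantile normalisation gives all arrays nearly the same distribution of values, so a shift of most genes in one group would be removed, and differences are relative to the array as a whole. Array medians lay between 4.43 and 4.56 and upper quartiles between 6.65 and 6.93, over values from 1.86 to 14.3. Arrays yield no counts, and their number limits the precision.

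The array holds 45101 probe sets, of which 34958 had a single gene symbol in the platform annotation, 932 had several and 9211 had none given. Symbols were updated through the RefSeq gene table of assembly GRCm38.p6, which matched 34754 of these probe sets and was used only for names and for which genes neighbour each other. For the 9012 genes with several probe sets, the one with the highest mean over all arrays was taken, giving 18194 genes, 18033 of them with a position in that table. Genes were kept if they were above the array median on at least 8 arrays, which left 12791. Values of tumours from the same mouse were averaged, so that mice are the replicates except where single arrays or every tumour are said to be used.

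Groups follow the labels for histology, grade of differentiation, p53 mutation, lymph node status, coat colour and sex. Resistant mice had fewer than 2 papillomas at 20 weeks and sensitive mice more than 7. Each pair of groups was compared with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, with Benjamini-Hochberg adjusted p under 0.05 as the threshold; the SCC grades shared 1 model. A sex by histology interaction was fitted in the same way. Tables were handled with data.table (version 1.17.8) and figures drawn with matplotlib 3.10.9 under Python 3.11.15. Correlations, RNA quality (the 3′ minus 5′ log2 difference of the Gapdh and Actb control probe sets) and the count of tumours whose nearest tumour came from the same mouse were tested with 100000 permutations. Counts were compared with two-sided Fisher's exact tests.

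The 30 gene lists, the contrasts, the rule for named genes and most alternatives were chosen before the data were examined. The lists cover epithelial adhesion, basal keratinocytes, the cornified envelope, stress keratins, mesenchymal genes, hair follicle, sebaceous and lipid synthesis, mitosis and IL1-mediated inflammation. They also cover interferon, MHC class II, p53 targets, RAS-MAPK output, hypoxia and glycolysis, heat shock with the wider stress response, and Y-linked genes with Xist. Markers of other cell types a skin carcinoma can hold were listed for fibroblasts, striated muscle, adipocytes, neutrophils, macrophages, T and NK cells, granzymes, B and plasma cells, mast cells, endothelium and melanocytes. A further 3 lists hold genes the study had picked from papillomas or discussed by name. List shifts were tested with camera at a preset correlation of 0.01 and again with an estimated correlation, with Benjamini-Hochberg adjustment over the lists of a contrast. Tests with fry were added after the data were seen. Named genes are, among those past the threshold, the 12 largest differences each way for spindle minus SCC and the 10 largest each way for other contrasts, plus up to 6 members of each list by size of difference, the genes the study discussed and the sex-linked genes. For coat colour the 10 genes of smallest p were added.

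Alternatives tried were no filter or a stricter one (above the median on 30 arrays), every tumour kept with mouse as a random effect, the mean of a gene's probe sets, every probe set tested, quantile normalisation of the gene table, a common 75th percentile, eBayes with trend and robust options, and a SAM-type statistic written for this purpose with 100 permutations at a false discovery rate of 5%. Others were covariates for origin, sex, p53 label or histology, removal of the 3 arrays of largest Gapdh 3′ minus 5′ difference, only poorly differentiated SCCs against spindle carcinomas, and papillomas at 24 weeks or their log count. After the data were seen, 7 more were added: without the 9 arrays whose sex markers go against the label, without 4 near-identical arrays, the tumor_class label as a covariate, adjustment over genes near Tyr alone, the same with a 20 or 40 Mb window, nearest tumours without pairs whose tumour labels share a number, and the p53 target list without Cdkn2a and Trp53. Calls were also counted in 100 splits of the same mice into groups of the same sizes.

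The models were tested on simulated data made from the real means and spreads. For spindle minus SCC, limma recovered 56.7% of 67 genes shifted by 0.5 on the log2 scale and 91.0% of 67 shifted by 1. For poor minus well SCC it recovered 25.4% and 82.1%, and for p53 mutant minus p53 not mutant 71.6% and 86.6%. For resistant minus sensitive it recovered 56.7% and 85.1%, for node-positive minus node-negative 38.8% and 79.1%, for agouti minus white 74.6% and 95.5%, and for male minus female 68.7% and 92.5%. False calls made up 2.47% to 7.64% of the calls. Random splits of the real mice called at most 0 genes for node-positive minus node-negative but up to 905 for spindle minus SCC. The recovery and false-call shares therefore describe the simulated data only. Genotypes, normal skin and papillomas are not analysed here, and the tumor_class, cage and time-to-papilloma labels formed no contrast. Coordinates are not printed, because no build is named for the values.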

Results

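Gene expression was measured in 60 skin carcinomas from 55 FVBBX mice, in which each animal carries its own mixture of Mus spretus and FVB/N alleles. Histology was given as squamous cell carcinoma (SCC) for 38 tumours from 35 mice and as spindle carcinoma for 14 tumours from 13 mice, and was not given for 8 tumours from 7 mice. Of the SCC mice, 13 had well, 13 moderately and 9 poorly differentiated tumours. The p53 label was mutant for 14 mice and not mutant for 41. Lymph node status was positive for 15 mice, negative for 19 and not given for 21. The mice were 32 females and 23 males, 27 with an agouti and 28 with a white coat. They had borne 0 to 35 papillomas at 20 weeks (median 3), which placed 17 in the resistant and 16 in the sensitive class. Comparisons covered 12791 genes, and the number of arrays limits their precision.

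Xist, the RNA that silences an X chromosome in females, and the Y-linked genes served as a check of the labels. On the 31 female arrays that matched, Xist lay between 10.04 and 12.17 (log2) and the mean of the Y-linked genes between 2.49 and 3.06. The 17 matching male arrays had Xist between 4.63 and 6.10 and a Y-linked mean between 4.75 and 7.13. Another 3 arrays had the pattern of the opposite sex. SCC 5, labelled male, had Xist at 10.79 and a Y-linked mean of 2.62. SCC 24, labelled female, had Xist at 4.76 and a Y-linked mean of 6.24, and SCC 25, labelled female, had 5.48 and 6.66. A signal counted as present above the midpoint of the medians of the labelled sexes, 8.47 for Xist and 4.53 for the Y-linked mean. By this rule both were present on 6 arrays (SCC 10, SCC 20, SCC 31, spindle 8, spindle 13 and no histology 3) and neither on 3 (SCC 38, spindle 9 and no histology 1). The Y-linked means of these 3 (4.20, 3.53 and 3.84) lay above each matching female array, and SCC 10, at 4.57, was just over the midpoint.

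**Figure D1:**
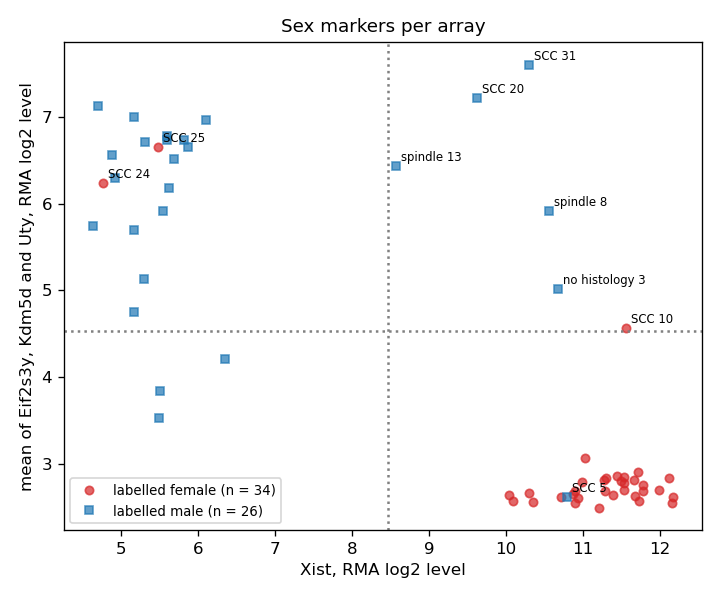
Each point is 1 of the 60 arrays, placed by its Xist level and by the mean of its Y-linked genes (both log2) and marked by the labelled sex. Dotted lines separate high from low signal. SCC 5, SCC 24 and SCC 25 lie among the arrays of the other sex, and 6 arrays carry both signals.

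The comparison of spindle carcinomas with SCCs asked which genes separate the fibroblast-like form of skin carcinoma from the squamous form. Spindle carcinomas had far lower transcript levels of squamous epithelium. Krt13, a keratin of internal stratified epithelia, was 18.0-fold lower (log2 difference −4.17, SE 0.94, adjusted p = 0.00113) and lay under the SCC median in 13 of 13 spindle mice. Sprr3, a cornified envelope precursor, differed by −3.70 (SE 0.84, adjusted p = 0.00123) and Cnfn, which encodes cornifelin of the same envelope, by −3.65 (SE 0.70, adjusted p = 0.000325). In the other direction Sema3a, a secreted axon guidance protein, was 6.20-fold higher (log2 difference 2.63, SE 0.41, adjusted p = 0.000162) and above the SCC median in 13 of 13 spindle mice. Other large rises were in Scara3, a scavenger receptor family member (2.32, SE 0.49), Amot, an angiostatin-binding protein (2.26), Ntn1, a guidance cue (2.25), Pcdh19, a protocadherin (2.17), Mgp, an inhibitor of calcification (2.09), and Igfbp6, which binds insulin-like growth factors (2.06). Further large falls were in Klk13, a kallikrein protease (−3.67), Tmprss11a, a membrane serine protease (−3.59), Lce3a, a late cornified envelope gene (−3.33), Dsc2, a desmosomal cadherin (−3.26), and Psca, a surface antigen of epithelia (−3.20). The spindle mean of Tmprss11a, 4.34, lay under every array median (lowest 4.43), so the size of its fall is uncertain. In all, limma called 3391 of 12791 genes (26.5%) between 13 spindle and 35 SCC mice, 1985 higher and 1406 lower in spindle carcinomas. The excess of higher calls shrank with a common 75th percentile (1732 higher, 1552 lower). It did not with quantile normalisation of the gene table (1993 higher, 1373 lower).

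Of 28 measured genes of epithelial adhesion, 25 fell, 1 rose and 2 did not pass the test (26 fell and 1 rose adjusted over the list alone). Epcam, an epithelial adhesion molecule, fell by 2.25 on the log2 scale, Cldn4, a tight junction claudin, by 2.28, and Grhl3, a regulator of the epidermal barrier, by 2.31. The member that rose was Krt8, a keratin of simple epithelia (1.60, SE 0.56, adjusted p = 0.0292), and Cdh1, encoding E-cadherin, fell by 1.69 (SE 0.42); both were picked after their values were seen. Among 13 basal keratinocyte genes 11 fell (12 adjusted over the list alone), including Trp63, the p63 factor of stratified epithelia (−2.71, SE 0.56), and Krt5, the basal keratin (−2.45, SE 0.54). Of 13 genes of the stress keratin list 12 fell (12 adjusted over the list alone). Krt16 and Krt17, both keratins of activated epidermis, differed by −2.58 and −2.49. That list also holds Sprr2 genes, Il1f9, Defb3, Gjb2 and Gjb6, which are not keratins. Of 33 cornified envelope genes 17 fell (18 adjusted over the list alone), with Ivl, encoding involucrin, at −2.66 and Spink5, a protease inhibitor of the barrier, at −2.96. Of 28 mesenchymal genes 15 rose and 1 fell (16 and 1 adjusted over the list alone). Those that rose included Zeb1, a repressor of E-cadherin (1.44, SE 0.29), Fn1, fibronectin (1.34, SE 0.26), Vim, vimentin (1.23, SE 0.26), and S100a4, a marker of fibroblasts (1.53, SE 0.36). The one that fell, Snai2, a repressor of the same family of transcription factors as Snai1, differed by −0.63 (SE 0.20, adjusted p = 0.0181) and was picked after its values were seen. Per mouse, the mean of the adhesion list was 7.20 ± 1.38 (SD, n = 13) in spindle carcinomas and 8.79 ± 1.03 (n = 35) in SCCs, and that of the mesenchymal list 9.83 ± 0.42 and 9.28 ± 0.48.

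**Figure D2:**
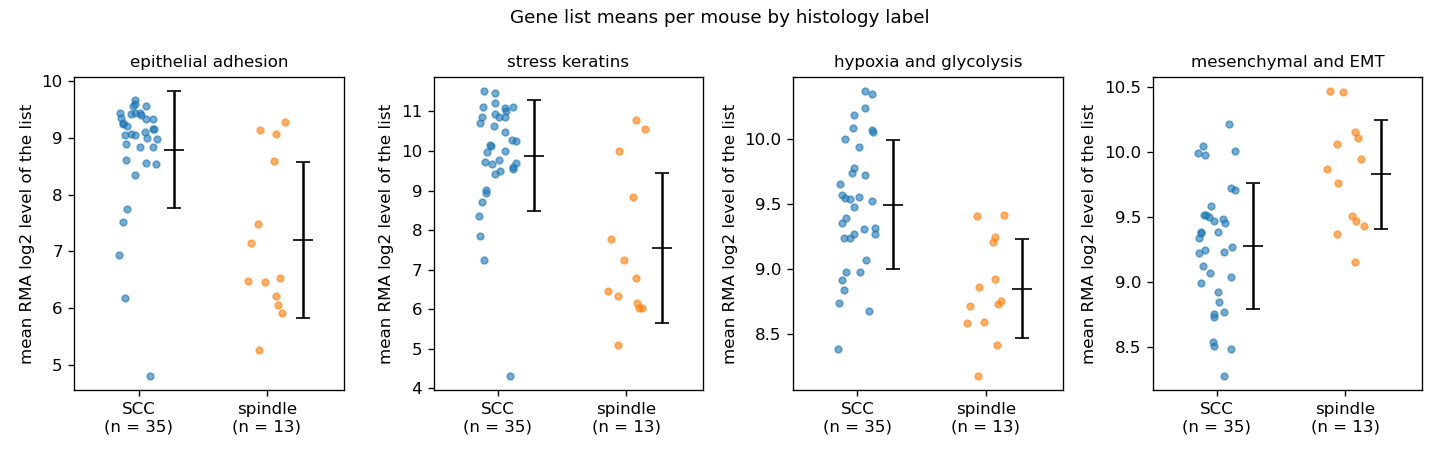
Mean log2 expression of 4 gene lists for SCC (n = 35) and spindle carcinomas (n = 13), 1 point per mouse, with bars for the group mean and SD. The epithelial, stress keratin and hypoxia lists lie lower in spindle carcinomas and the mesenchymal list higher.

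Genes of hypoxia, of the p53 pathway and of inflammation were among those that fell in spindle carcinomas. Of 20 hypoxia and glycolysis genes 13 fell (15 adjusted over the list alone), among them Egln3, an oxygen-sensing hydroxylase (−1.72), Adm, adrenomedullin (−1.67), and Slc2a1, the glucose transporter GLUT1 (−0.91). Of 27 genes listed as p53 targets 13 fell (15 fell and 2 rose adjusted over the list alone), with Pmaip1, the cell death gene Noxa, at −1.68 and Ccng1, cyclin G1, at −0.83. Cdkn2a, which encodes p16 and Arf and acts upstream of p53 although it was in that list, fell by 1.53, and the list median was −0.33 with it and −0.31 without it. Of 25 genes of IL1-mediated inflammation 9 fell (9 adjusted over the list alone), including Il1a, the cytokine (−1.70), Il1rn, its receptor antagonist (−1.30), and the neutrophil attractant Cxcl3 (−2.28). Among neutrophil markers 4 of 13 fell (4 adjusted over the list alone), with S100a9, a calcium-binding protein of these cells, at −0.86. Among adipocyte markers 2 of 8 fell (3 adjusted over the list alone), Fabp4, a fatty acid carrier (−1.57), and Lipe, hormone-sensitive lipase (−0.85). Of 19 hair follicle genes 4 fell (3 adjusted over the list alone), with S100a3 at −1.46. Of 15 sebaceous and lipid genes 5 fell (5 adjusted over the list alone), with Sqle, of cholesterol synthesis, at −0.89. Of 27 mitosis genes 4 rose (4 adjusted over the list alone), with Foxm1, a factor of late cell cycle genes, at 0.69.

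With a preset correlation, camera called 13 lists between spindle carcinomas and SCCs, those described above. Of 100 random splits of these mice, 35 gave as many lists or more, and with an estimated correlation none held. The adjusted p was then 0.340 for epithelial adhesion, basal keratinocytes, the cornified envelope, stress keratins, adipocytes, IL1-mediated inflammation, p53 targets and hypoxia. It was 0.431 for the mesenchymal, 0.433 for the sebaceous, 0.544 for the neutrophil, 0.547 for the hair follicle and 0.820 for the mitosis list. The test fry, which asks whether the genes of a list move one way on balance, gave adjusted p = 0.000696 for epithelial adhesion, 0.00148 for basal keratinocytes, 0.00447 for the cornified envelope, 0.000386 for stress keratins and 0.00434 for the mesenchymal list. It gave 0.000386 for p53 targets, 0.00126 for hypoxia and 0.0102 for both the adipocyte and the IL1 list. For the other called lists it gave 0.0342 (sebaceous), 0.0859 (neutrophil), 0.0967 (hair follicle) and 0.231 (mitosis). Against the 9 mice with poorly differentiated SCC alone, spindle minus SCC gave 0 genes by limma (2293 at unadjusted p under 0.05). Medians there were −1.96 for basal keratinocytes (−2.10 against all SCCs), −2.07 for stress keratins (−2.25), −1.40 for epithelial adhesion (−1.91), −0.46 for hypoxia (−0.56), −0.51 for the cornified envelope (−1.33) and 0.31 for the mesenchymal list (0.58). The tumor_class label, of unknown meaning, divides the arrays at 1 level of the adhesion genes, so a fit with it as a covariate takes out the epithelial difference itself. That fit gave 0 genes by limma (817 at unadjusted p under 0.05), and 15 named genes, Epcam, Cldn4, Cdkn2a and Snai2 among them, changed sign.

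The grades of SCC were compared to see which genes follow loss of differentiation within one histology. Grade overlaps with the p53 label. Poorly differentiated SCCs labelled p53 mutant were SCC 5, SCC 26, SCC 30, SCC 36 and SCC 37. Among well differentiated SCCs only SCC 38 had that label. Differences by grade and by p53 label are therefore not independent. Poorly differentiated SCCs had less Krt10, the keratin of differentiating epidermis, at 7.72 ± 1.86 (SD, n = 9) against 10.00 ± 2.05 (n = 13) in well differentiated SCCs. That difference of −2.28 (SE 0.82) did not pass adjustment over all genes (limma adjusted p = 0.889). Sprr3 differed by −1.98 (SE 1.20), while the keratins of simple epithelia, Krt18 and Krt8, stood 1.53 (SE 0.44) and 1.66 (SE 0.79) higher in poorly differentiated SCCs, each with the same adjusted p. For poor minus well SCC, limma called 0 genes (687 at unadjusted p under 0.05), and the SAM-type statistic called 3, Serpinb12, Serpinb3a and Sgpp2, named here after their values were seen. Moderate minus well SCC gave 0 genes (318 at unadjusted p under 0.05) and poor minus moderate SCC 0 (1089). The well differentiated group holds SCC 24, whose sex markers are those of the opposite sex. That array had the lowest adhesion mean of all (4.80) and the lowest stress keratin mean of the SCC mice (4.31).

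Of 33 cornified envelope genes, 0 passed by limma over all genes between poorly and well differentiated SCCs, and 7 were lower adjusted over the list alone. The median difference of that list was −1.12 (camera, adjusted p = 0.610 with an estimated correlation). Camera with the preset correlation also called the mesenchymal list (median 0.30), macrophage markers (0.44), MHC class II genes, which present antigen (0.62), interferon genes (0.36) and striated muscle genes (0.60), all higher in poorly differentiated SCCs. The hair follicle (−0.32), sebaceous (−0.17), mitosis (−0.15) and p53 target (−0.17) lists were called lower. So was the list of genes of susceptible mice, picked earlier from papillomas (−0.14). None of these held with an estimated correlation: adjusted p was 0.744 for mitosis, 0.620 for hair follicle, muscle, macrophage and interferon genes, and 0.610 for the others. Adjusted over the list alone, 1 sebaceous gene was lower (Hmgcs1, of cholesterol synthesis, −0.66) and 1 adhesion gene higher (Krt18).

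The p53 label was compared to see which transcripts go with mutation of this tumour suppressor. The labels do not say whether tumours labelled not mutant were sequenced. Carcinomas labelled p53 mutant had less mRNA of several known p53 targets. Psrc1, a spindle-associated protein, fell by 0.95 (SE 0.23, adjusted p = 0.0467, below the other group's median in 14 of 14 mice). Trp53inp1, a stress-induced partner of p53, fell by 0.81 (SE 0.18, adjusted p = 0.0406, 12 of 14), Ccng1 fell by 0.72 (SE 0.17, adjusted p = 0.0467, 10 of 14), and Ei24, an endoplasmic reticulum protein induced by p53, fell by 0.43 (adjusted p = 0.0467). The largest fall was in Dhx16, an RNA helicase (−1.17, SE 0.28, adjusted p = 0.0467, 14 of 14), and others were in Mgmt, a DNA repair enzyme (−0.74), Bscl2, which encodes seipin (−0.53), and Zfp445, a zinc finger factor (−0.28). The largest rise was in Greb1, an oestrogen-responsive gene, at 5.17 ± 0.67 (n = 14) against 4.16 ± 0.60 (n = 41), a difference of 1.00 (SE 0.19, adjusted p = 0.0246). The not-mutant mean of Greb1 lay under every array median (4.43 to 4.56), so the size and rank of its rise are uncertain. Bcas2, a splicing factor (0.60), Cnpy2 (0.51), Alkbh2, a DNA repair enzyme (0.48), and Prkaca, the catalytic subunit of protein kinase A (0.47), rose as well. Nkain1 (0.52) and Cnpy2 each had another probe set of opposite sign (−0.09 and −0.22), as had Greb1 among its probe sets too dim to be tested (−0.17 and −0.14).

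For p53 mutant minus p53 not mutant, limma called 36 genes, 28 higher and 8 lower in mutant tumours. Of the 27 p53 targets measured, 4 fell (7 adjusted over the list alone) and 23 did not pass. Among the latter, Ephx1, an epoxide hydrolase, differed by −0.99 (SE 0.28, adjusted p = 0.099), Eda2r, a death receptor, by −0.65 (SE 0.19, adjusted p = 0.113), and Cdkn2a, the upstream gene, by 1.21 (SE 0.52, adjusted p = 0.347). The mean of the target list was 7.64 ± 0.20 (n = 14) in mutant and 7.85 ± 0.30 (n = 41) in other tumours. Camera called this list (median −0.15; adjusted p = 0.145 with an estimated correlation, and 0.0338 by fry) and the hair follicle list (median 0.39; adjusted p = 0.968 with an estimated correlation, with 0 of 19 members past the test by limma or adjusted over the list alone). With histology as a covariate, p53 mutant minus p53 not mutant gave 3 genes (1247 at unadjusted p under 0.05), and without the 9 arrays that had the sex markers of the opposite sex or of both it gave 0 by limma (1268), from 13 and 34 mice. Without the 4 near-identical arrays, it gave 8. Grade, which overlaps with the p53 label in SCCs, was not used as a covariate. The median of the p53 target list was −0.165 without the 9 arrays and −0.143 without the 4. Unadjusted p by camera with an estimated correlation was 0.0105 and 0.00784. Neither was adjusted over the lists, and both exceed the 0.00485 of the full comparison, which did not pass adjustment.

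**Figure D3:**
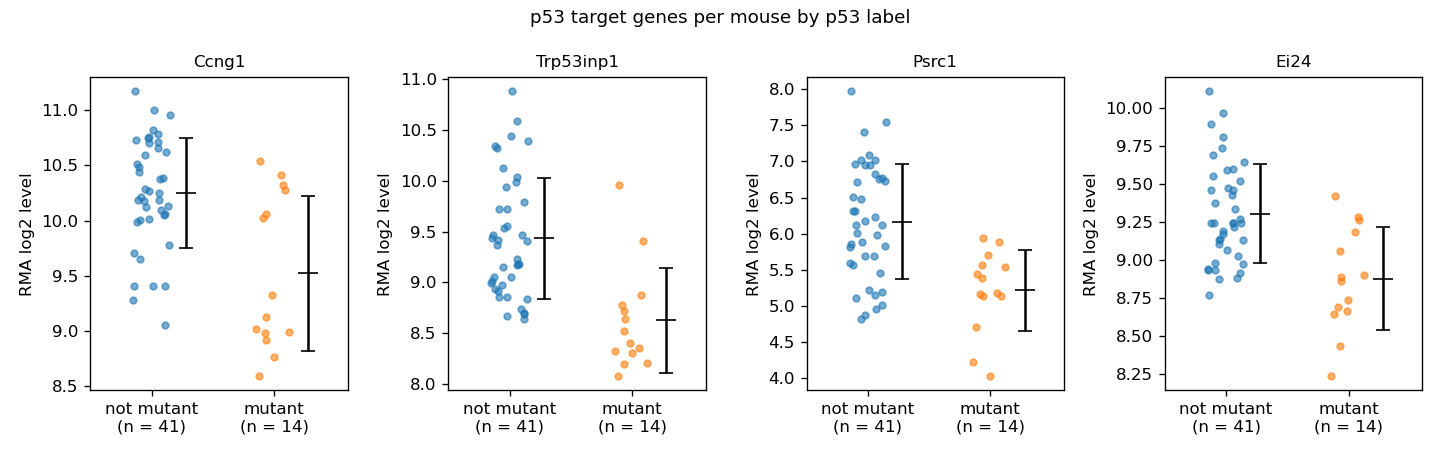
Log2 expression of p53 target genes in tumours labelled p53 mutant (n = 14) and not mutant (n = 41), 1 point per mouse, with bars for the mean and SD. Psrc1, Trp53inp1, Ccng1 and Ei24 lie lower in the mutant group.

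Resistant and sensitive mice were compared because the study asked how susceptibility to papillomas is reflected in expression, here in carcinomas. Gzme, a granzyme of cytotoxic cells, was at 7.94 ± 1.68 (SD, n = 17) in carcinomas of resistant mice and 6.78 ± 2.27 (n = 16) in those of sensitive mice, a difference of 1.16 (SE 0.66) that did not pass (adjusted p = 0.670). Ccnd1, cyclin D1, differed by 0.40 (SE 0.18, adjusted p = 0.555), Spry2, an inhibitor of RAS signalling, by 0.35 (SE 0.19), Il18, a cytokine, by −0.27 (SE 0.26), and Map2k4, a stress kinase, by −0.16 (SE 0.10). None passed. For resistant minus sensitive, limma called 0 genes (1055 at unadjusted p under 0.05, smallest adjusted p 0.259), and the SAM-type statistic called Id4, Msln and Papss2, named here after their values were seen.

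Camera with the preset correlation called 15 lists between resistant and sensitive mice. Lower in resistant mice were the cornified envelope (median −0.93), stress keratins (−0.95), neutrophil markers (−0.58), striated muscle (−0.62), adipocyte (−0.46), fibroblast (−0.25) and endothelial markers (−0.24), the IL1 list (−0.27), sebaceous genes (−0.27), heat shock genes (−0.11) and p53 targets (−0.10). Higher were mitosis (0.12) and hypoxia genes (0.13). Of the lists the study drew from papillomas of these classes, its genes of resistant mice stood 0.75 higher and its genes of susceptible mice at −0.14, which is not independent evidence. With an estimated correlation none held: adjusted p was 0.733 for mitosis, 0.715 for hypoxia, 0.443 for stress keratins and fibroblasts, 0.429 for the IL1 list and 0.409 for the others. Adjusted over the list alone, 2 neutrophil genes were lower and 1 gene of the study's resistant list higher. RNA quality moved with this contrast by the Actb measure but not by the Gapdh measure. The Actb 3′ minus 5′ difference was 0.64 ± 0.13 (n = 17) in resistant and 0.93 ± 0.43 (n = 16) in sensitive mice (permutation p = 0.00015, adjusted p = 0.0021 over 14 tests). The Gapdh difference was 0.07 ± 0.13 and 0.24 ± 0.46 (permutation p = 0.116, adjusted p = 0.384). A p53 mutant label was carried by 8 of 17 resistant and 2 of 16 sensitive mice (Fisher's exact test, two-sided, p = 0.057). Grade was uneven as well. Well differentiated SCCs of sensitive mice were SCC 6, SCC 7, SCC 8, SCC 11, SCC 15, SCC 17, SCC 18 and SCC 19. Resistant mice had only SCC 38. No grade covariate was tried, so the lower differentiation genes of resistant mice are not separated from grade.

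Lymph node status was compared to see whether primary tumours that had spread differ from those that had not. Sprr3 was −2.05 (SE 0.96) and Prss8, a protease of the epithelial barrier, −1.19 (SE 0.52) in node-positive against node-negative tumours, neither past adjustment (limma adjusted p = 0.932 for both). Endothelial markers had a median difference of 0.31 and interferon genes of 0.32, while epithelial adhesion (−0.41), basal keratinocyte (−0.30), cornified envelope (−0.45), stress keratin (−0.68), neutrophil (−0.38) and p53 target (−0.21) genes were lower and mitosis genes 0.12 higher. Camera called these 9 lists with the preset correlation. With an estimated correlation none held, at adjusted p = 0.777 for endothelial, interferon, neutrophil and p53 target genes and 0.813 for the others. For node-positive minus node-negative (15 and 19 mice), limma called 0 genes (533 at unadjusted p under 0.05), and the SAM-type statistic called Acsm3, named after its value was seen.

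Coat colour marks the tyrosinase gene Tyr on chromosome 7: white mice are homozygous for the FVB/N allele and agouti mice carry a Mus spretus allele. The comparison therefore asks which genes near Tyr differ by allele. Near Tyr, Ctsc, the protease cathepsin C, differed by −0.73 in agouti mice (SE 0.21, adjusted p = 0.792), Trim12c, of a family of antiviral proteins, by −0.59 (SE 0.15) and its relative Trim34a by 0.56 (SE 0.15). Other probe sets of Trim12c (0.42) and of Trim34a (−0.31, too dim to be tested) went the other way. The Trim34a means behind the 0.56, 4.31 in agouti and 3.75 in white mice, lay under every array median (lowest 4.43). The size of its difference is therefore uncertain. Mpi, mannose phosphate isomerase, on chromosome 9, had the smallest p of all genes, at 0.36 higher in agouti mice (SE 0.08, adjusted p = 0.157, above the white median in 25 of 27). For agouti minus white (27 and 28 mice), limma called 0 genes (770 at unadjusted p under 0.05), and the SAM-type statistic called Lgr6, a stem cell marker, named after its value was seen. Within 30 Mb of Tyr 0 of 258 genes were called, but 47 (18.2%) had an unadjusted p under 0.05, against 5.77% elsewhere (Fisher's exact test p = 6.1e-12, over neighbouring genes that are not independent). Adjusted over these 258 alone, 0 passed by limma (smallest adjusted p 0.0508), whereas 5 of the 187 genes within 20 Mb did: Ctsc, Trim12c, Trim34a, Pex11a (−0.40) and Clns1a (−0.36), named here after their values were seen. Of the 47, 38 were higher in white mice, and other probe sets of the same genes shared the sign in 34 of 43 cases (79.1%). Chromosome 7 was not the only one to shift: with the preset correlation, camera called chromosome 1 (median −0.09, adjusted p = 2.01e-13), chromosome 7 (−0.05, 3.44e-05) and chromosome 19 (0.06, 7.75e-07), and also 3, 4 and X. None held with an estimated correlation (adjusted p = 0.194, 0.488 and 0.203 for the first ones). Camera called 8 lists, with medians of −0.42 for basal keratinocytes, −0.34 for the cornified envelope, −0.45 for stress keratins, −0.13 for mesenchymal, −0.26 for fibroblast, −0.29 for hair follicle, −0.08 for endothelial and 0.15 for mitosis genes. None held with an estimated correlation (adjusted p = 0.923 for each).

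Sex was compared as a label check and for sex-biased expression. Carcinomas labelled male had more Eif2s3y, a Y-linked translation factor gene (4.15, SE 0.37, adjusted p = 9.76e-12), Kdm5d, a Y-linked histone demethylase (2.79, SE 0.34), and Uty, its Y-linked relative (1.79, SE 0.19). They had less Xist (−4.42, SE 0.48, adjusted p = 4.06e-09), less Eif2s3x (−0.74) and Kdm6a (−0.47), the X-linked counterparts of Eif2s3y and Uty, and less 5530601H04Rik (−0.84). For male minus female (23 and 32 mice), these 7 were the genes called. Female means of Eif2s3y, Kdm5d and Uty were 2.88, 2.89 and 3.23, under every array median (lowest 4.43). The sizes of those rises are therefore set against background. Groups follow the labels, so the 9 arrays whose sex markers go against the label stay in. Median Xist was 11.34 on arrays labelled female and 5.60 on arrays labelled male. The list of Y-linked genes and Xist was called with both correlations (adjusted p = 2.85e-07 with the estimated one), with 3 members higher and 1 lower (the same numbers adjusted over the list alone). Camera with the preset correlation also called hair follicle (median 0.25), fibroblast (0.12), muscle (0.18), interferon (0.17), mast cell (−0.34) and p53 target (−0.08) genes and the genes the study discussed (0.14). With an estimated correlation none of those held, at adjusted p = 0.482 for hair follicle, mast cell and study genes, 0.746 for interferon and p53 targets and 0.931 for fibroblasts and muscle. The interaction of sex with histology gave 0 genes by limma (790 at unadjusted p under 0.05, smallest adjusted p 0.132).

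Tumours of one mouse were compared to ask whether host genotype makes expression profiles alike. Of the 10 carcinomas from 5 mice with a pair, 3 had the other tumour of their mouse as nearest neighbour (permutation p = 0.00278, chance mean 0.173). Within these pairs r was 0.979, 0.937, 0.871, 0.860 and 0.800. SCC 7 and SCC 8 were each other's nearest, and SCC 4 had SCC 3 as its nearest. The tumour labels of SCC 3 and SCC 4 share a number, as do those of no histology 6 and no histology 7, and the labels do not say whether such a pair is parts of 1 tumour. Without them, 2 of 6 carcinomas had their partner as nearest neighbour (permutation p = 0.0222, chance mean 0.109), both from the pair SCC 7 and SCC 8. Arrays of different mice were also compared, and 2 pairs had the highest r: SCC 21 and SCC 22 at r = 0.986, and SCC 18 and no histology 3 at r = 0.985, where the median of 1765 such pairs was 0.912 and the highest other 0.971. These correlations are across genes, which are not independent replicates.

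**Figure D4:**
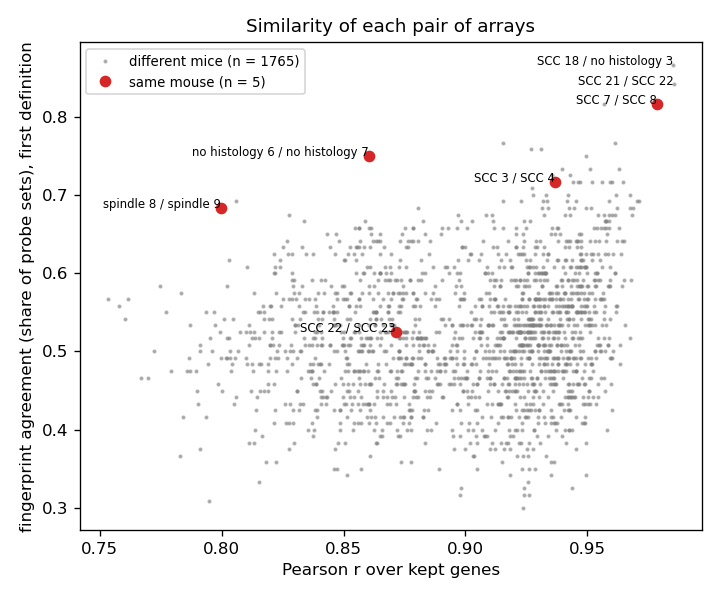
Each point is a pair of arrays, from different mice (grey, 1765 pairs) or from one mouse (red), placed by Pearson r across genes and by the share of 120 bimodal probe sets in the same state. The highest r are those of SCC 21 and SCC 22 (0.986) and of SCC 18 and no histology 3 (0.985), followed by the same-mouse pair SCC 7 and SCC 8 (0.979).

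Genes that the study discussed in its hair follicle networks were correlated in pairs across 55 mice, in a family of 10 relations. The correlations were not limited to genes past the expression filter. Of the 10 genes in this family 9 passed it, and the other is a hair follicle gene, so its values lie near background. In normal skin, the study reports Lgr5 to go with Krt71 and Msx2, and this link to be lost in tumours. Its network around Gprc5d was found in papillomas. Gprc5d, a receptor of the hair follicle, went with Krt71, a keratin of the inner root sheath (r = 0.798, rho = 0.703, permutation p = 1e-05 for both, the smallest that 100000 permutations can give; adjusted p = 5e-05 and 1e-04; r = 0.706 without the 2 mice farthest from the median). Gprc5d with Krt25, another root sheath keratin, gave r = 0.741 and rho = 0.537 (p = 1e-05 and 4e-05, adjusted 5e-05 and 2e-04; r = 0.658 without 2 mice). Lgr5, a stem cell receptor, with Krt71 gave r = 0.210 (p = 0.124, adjusted p = 0.218) and rho = 0.312 (p = 0.0205, adjusted p = 0.0684), and r = 0.263 without 2 mice. Lgr5 with Krt25 gave r = 0.207 (p = 0.131, adjusted p = 0.218) and rho = 0.261 (p = 0.0551, adjusted p = 0.122), and r = 0.267 without 2 mice. Lgr5 with Msx2, a homeobox factor, gave r = −0.0751 (p = 0.584, adjusted p = 0.648) and rho = −0.0316 (p = 0.818, adjusted p = 0.818), and r = −0.0603 without 2 mice.

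The number of papillomas at 20 weeks was correlated with genes the study discussed. Ccnd1 against papilloma number gave r = −0.278 (permutation p = 0.0408, adjusted p = 0.136) and rho = −0.254 (p = 0.0611, adjusted p = 0.122), a relation that did not pass adjustment and rests on 2 mice, without which r was −0.193 (p = 0.166). Spry2 gave r = −0.242 (p = 0.0744, adjusted p = 0.186) and rho = −0.147 (p = 0.282, adjusted p = 0.353), with r = −0.225 without 2 mice. Gzme gave r = −0.125 (p = 0.364, adjusted p = 0.520) and rho = −0.156 (p = 0.254, adjusted p = 0.353), with r = −0.0921 without 2 mice. Map2k4 gave r = 0.105 (p = 0.447, adjusted p = 0.558) and rho = 0.181 (p = 0.187, adjusted p = 0.311), with r = 0.201 without 2 mice. Il18 gave r = −0.0113 (p = 0.936, adjusted p = 0.936) and rho = 0.0959 (p = 0.483, adjusted p = 0.537), with r = 0.0812 without 2 mice.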

Values the study reported

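The study reports 912 carcinoma expression quantitative trait loci at a false discovery rate of at most 10%, of which 674 held at 5%. In papillomas it counts 3,408 and 2,175 such loci at these rates. Among papilloma pairs from one animal, it found the pair to be nearest neighbours in 19 of 31 cases (P < 0.00001). It classed 22 mice with more than 7 papillomas at 20 weeks as sensitive and 11 with fewer than 2 as resistant. For the loci that influence expression of single genes it gives q = 0.03 for Spry2, q = 0.001 for Il18 and q = 0.02 for Gprc5d.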

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

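No test in this part was chosen after its result was seen. Per-mouse values in groups of 4 to 10 mice were searched for a highest or lowest one far from its nearest neighbour. Of 41 values in the 9 mice with poorly differentiated SCC, 3 stood apart, and chance alone picks out about 1 group in 20. The mean of the basal keratinocyte list was lowest in SCC 21, at 7.28, where the nearest other mouse had 10.18. The mean of the adipocyte list was highest in SCC 32, at 9.94 against a nearest value of 8.04. SCC 32 also had the lowest mean of the list of genes higher in papillomas of resistant mice, at 6.56 against 7.58. No explanation was tested for these 3 values, though SCC 21 is also one of the near-identical arrays.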

How the results depend on the processing

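The alternatives without the 9 arrays whose sex markers go against the label, without the 4 near-identical arrays and with tumor_class as a covariate, adjustment over genes near Tyr alone with each window, nearest tumours without pairs whose labels share a number, and p53 targets without Cdkn2a and Trp53, were chosen after the data were seen. No paired analysis was possible because replicate numbers only number the tumours of a group. The count of genes for spindle minus SCC kept within 1.5 times its value of 3391 under 15 of 17 alternatives (2863 to 4263 genes). It was 0 by limma with only poorly differentiated SCCs (2293 at unadjusted p under 0.05), where fewer mice were compared. Whether that alone accounts for the loss was not tested. It was also 0 by limma with the tumor_class covariate (817 at unadjusted p under 0.05). With that covariate, 15 named genes changed sign in spindle minus SCC: Cldn4 0.22, Epcam 0.30, Esrp1 0.0198, Col17a1 0.15, Dst 0.11, Padi3 0.32, Il24 0.23, Cdkn2a 0.46, Hbegf 0.0799, Phlda1 0.00988, Hspa1b 0.0207, Snai2 0.0666, C1qa −0.0107, Tpsab1 −0.0182 and Mitf −0.17. The basal keratinocyte median also turned, from −2.10 to 0.11, and that of epithelial adhesion went from −1.91 to −0.07, as the label follows the adhesion genes. Over 1796 pairs of a named gene and an alternative in this contrast, 1504 kept direction and side of the threshold and 277 kept direction but lost the call.

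For p53 mutant minus p53 not mutant, the count of 36 genes became 10 with no filter, 13 with every tumour kept and mouse as a random effect, 22 with the mean of a gene's probe sets, 59 with every probe set tested, 23 by the SAM-type statistic, 18 with origin as a covariate and 20 without the 3 arrays of largest Gapdh 3′ minus 5′ difference. It became 3 with histology as a covariate (Greb1, Srsf9 and Ywhag, named after their values were seen), 8 without the near-identical arrays and 0 by limma without the arrays whose sex markers go against the label (1268 at unadjusted p under 0.05). The cause was not tested, though both removals and the covariate leave fewer mice. Of 270 pairs of a named gene and an alternative, 177 kept direction and side of the threshold. The other 93 kept direction but lost the call, with 0 reversed by limma. Named genes that were not called count as kept when they stayed so, so 177 is not a number of calls. The SAM-type statistic gave 3 genes for poor minus well SCC, 3 for resistant minus sensitive, 1 for node-positive minus node-negative and 1 for agouti minus white, where histology as a covariate also gave 1 (Prmt5, named after its value was seen). For male minus female, 4 genes (5530601H04Rik, Eif2s3x, Kdm6a and Xist) were left under the stricter filter, which removes the Y-linked genes.

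For the correlation papillomas at 20 weeks with Il18, r turned to 0.110 in SCC mice only and to 0.0812 without the 2 mice farthest from the median. In SCC mice without 2 mice, r was 0.361 (unadjusted permutation p = 0.0384). For the correlation papillomas at 20 weeks with Ccnd1, r was −0.186 in SCC mice only and −0.193 without 2 mice. Neither had p under 0.05. With an estimated correlation, camera called 0 lists in gene list shifts, spindle minus SCC, where it had called 13, and 0 in gene list shifts, poor minus well SCC (11), gene list shifts, p53 mutant minus p53 not mutant (2), gene list shifts, resistant minus sensitive (15), gene list shifts, node-positive minus node-negative (9) and gene list shifts, agouti minus white (8). It called 1 in gene list shifts, male minus female (8). For chromosome 7 calls near Tyr, 0 had been called by limma (47 at unadjusted p under 0.05 within 30 Mb). Adjustment over the genes near Tyr alone gave 5 genes with a 20 Mb window. It gave 0 by limma with the 30 Mb window and 0 of 373 with a 40 Mb window (65 at unadjusted p under 0.05). By rank, Lgr5 with Krt71 passed adjustment with all 60 arrays (rho = 0.340, adjusted permutation p = 0.028). Tumours of one mouse count separately there, and with mice as replicates the adjusted permutation p was 0.0684. In SCC mice only, Lgr5 with Msx2 turned to rho = 0.0899 and Map2k4 with papillomas had rho = 0.348 (unadjusted permutation p = 0.0405). Other counts kept their direction and side of the threshold. So did other Pearson correlations in SCC mice only, with all 60 arrays, or without 2 mice. These settings combined changed some. In SCC mice without 2 mice, Map2k4 with papillomas had r = 0.378 (unadjusted permutation p = 0.0296) and Lgr5 with Msx2 turned to r = 0.164. With all 60 arrays less 2, Lgr5 with Msx2 had r = 0.0180 and Il18 with papillomas r = 0.0197. Dim genes near background limit the comparison: a gene under the array median on all but a few arrays was not tested between groups. The correlations were not limited in this way.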

Other observations

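The tests of sex markers, of mixed RNA and of near-identical arrays, the counts by chromosome, the list values under other settings and fry were chosen after the results were seen, while the random splits and the probe set test were planned. Gene groups that camera did not call between spindle carcinomas and SCCs held some genes that passed. Among 21 fibroblast genes 3 rose and 1 fell (3 and 1 adjusted over the list alone), with Pdgfra, a growth factor receptor of fibroblasts (1.69), Dcn, the proteoglycan decorin (1.17), and Ogn, osteoglycin (1.76), up and Mfap5, a microfibril protein (−0.87), down (camera adjusted p = 0.387). Among 19 macrophage genes 2 rose, C1qa (0.75) and C1qc (0.83), of complement, and 1 fell (1 and 1 adjusted over the list alone; camera adjusted p = 0.175). Gzme was the 1 of 6 granzyme genes to fall, by 2.01 (SE 0.59, adjusted p = 0.00903; 1 adjusted over the list alone; camera adjusted p = 0.410). Mast cell genes Tpsab1, a tryptase (1.04), and Gata2, a transcription factor (0.78), rose out of 12 (0 by limma adjusted over the list alone; camera adjusted p = 0.332). Cd8a, the T cell coreceptor, fell by 0.25 out of 13 T and NK cell genes (1 adjusted over the list alone; camera adjusted p = 0.582), and Mitf, the melanocyte regulator, rose by 0.79 out of 6 melanocyte genes (1 adjusted over the list alone; camera adjusted p = 0.533). Limma called 0 of 21 striated muscle genes, 0 of 18 endothelial genes, 0 of 5 B and plasma cell genes, 0 of 6 MHC class II genes and 0 of 4 sex-linked genes, also 0 adjusted over the list alone (camera adjusted p = 0.814, 0.159, 0.596, 0.497 and 0.952).

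Signalling lists that camera did not call between spindle carcinomas and SCCs also held genes that passed. Of 20 genes of RAS-MAPK output 5 fell and 2 rose (5 and 3 adjusted over the list alone; camera adjusted p = 0.499). Tgfa, a ligand of the EGF receptor, differed by −2.44 and Hbegf, another such ligand, by −0.99, whereas Spry4 (0.52) and Spred1 (0.46), inhibitors of the pathway, rose. The median of that list was 0.09 and its mean −0.15. Of 22 genes of heat shock and the wider stress response 6 fell (6 adjusted over the list alone, camera adjusted p = 0.0743). Among them, Hspb1, a small chaperone, was at −1.34 and Hspa1a, an inducible HSP70, at −1.05. Of 21 interferon genes Oasl1, an antiviral protein (−1.14), fell and Dhx58, an RNA sensor (0.51), rose (1 lower and 0 higher by limma adjusted over the list alone; camera adjusted p = 0.497). Of the lists picked by the study, which are not independent evidence, 5 of 20 genes of susceptible mice rose and 1 fell (5 and 1 adjusted over the list alone; camera adjusted p = 0.497). Gzme was the 1 of 4 genes of its resistant list to fall (1 adjusted over the list alone; camera adjusted p = 0.381). Gzme and Map2k4 were the 2 of 9 genes discussed by the study to fall (2 adjusted over the list alone; camera adjusted p = 0.0860).

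The low level of p53 targets in spindle carcinomas was also seen against the 9 poorly differentiated SCCs alone, with a median of −0.22 (unadjusted p = 0.0152 with an estimated correlation in camera). With tumor_class as a covariate the median was −0.19 (p = 0.0167). Neither p was adjusted over the lists. Low medians were not particular to p53 targets. The hypoxia median was −0.46 (p = 0.0351 by the same test) against poorly differentiated SCCs and −0.22 (p = 0.154) with the covariate. The adipocyte median was −0.55 (p = 0.0567) and −0.56 (p = 0.0122). Of these lists, only p53 targets had an unadjusted p under 0.05 in both settings. The tumor_class label puts 16 arrays in class 1 (5 SCC, 9 spindle and 2 of no histology) and 44 in class 2 (33 SCC, 5 spindle and 6 of no histology). Means of the epithelial adhesion list ran from 4.80 to 7.34 in class 1 and from 7.52 to 9.67 in class 2, so the label divides the arrays at 1 level of that list and, as a covariate, removes the adhesion difference by design. For the p53 label, the median of the targets was −0.15 with 21 of 27 genes lower (unadjusted p = 0.00485 with an estimated correlation in camera). It was −0.14 with histology as a covariate (unadjusted p = 0.00462). The first did not pass adjustment over the lists, and the second was not adjusted over them. Of the 28 genes higher in p53 mutant tumours 12 (42.9%) are on chromosome 5, which holds 6.35% of the genes tested (Fisher's exact test p = 4.67e-08, over genes that are not independent). A per-mouse mean over all chromosome 5 genes was above the other group's median in 10 of 14 mutant mice (difference 0.08, permutation p = 0.0608 adjusted over chromosomes). The means of chromosomes 9 and 17 lay lower in mutant mice (difference −0.06 for each, p = 0.0454 and 0.0577), with 1 and 5 of 14 mutant mice above that median. The list of Y-linked genes and Xist had a median of −1.13 in p53 mutant tumours (camera adjusted p = 0.0518, and 0.240 with an estimated correlation; fry adjusted p = 0.0734). Limma called 0 of its 4 genes (Kdm5d, Uty and Eif2s3y at unadjusted p under 0.05), and Kdm5d and Uty, picked after their values were seen, were lower adjusted over the list alone (−1.42 and −0.84). An array with both sex markers under their midpoints came from 3 of 6 male mice labelled p53 mutant and from 0 of 17 other males (Fisher's exact test p = 0.0113), a count made after these arrays were seen.

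Sex markers of 3 arrays were those of the opposite sex, and 6 arrays had both signals. For SCC 5, labelled male, loss of the Y chromosome in the tumour is argued against by its Xist level of 10.79, where matching males reach 6.10. For the 3 arrays with neither signal, whose Y-linked means (3.53 to 4.20) lie between those of matching females and males, loss of Y in part of the tumour stays open. A wrong sample or sex label may account for SCC 5, SCC 24 and SCC 25: the mean of the X-linked genes Eif2s3x and Kdm6a, which played no part in picking them, lay beyond each matching array of the labelled sex in 3 of 3 (9.07, 8.71 and 8.30, where matching males reach 8.83 and matching females start at 8.79). For the 6 arrays with both signals, of which spindle 8 shares its mouse label with spindle 9, which had neither, RNA of a male and a female in 1 sample is a candidate explanation, but 2 of the 6 had more of both signals together than any matching array, so this stays open, with no biological explanation tested.

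SCC 21 and SCC 22, labelled as different mice, may hold RNA of 1 tumour. Their states at 120 bimodal probe sets agreed at a share of 0.825, above each other pair of different mice (highest 0.80, median 0.55), and at 0.842 under the first definition of the states, where only the next pair was higher. Pairs that share a mouse label agreed at 0.608, 0.617, 0.642 (SCC 22 and SCC 23), 0.725 and 0.825, so this measure does not identify the host. For SCC 18 and no histology 3 the shares were 0.792, under the highest other pair, and 0.867 under the first definition. Whether either pair holds 1 tumour stays open, and no histology 3 is also among the arrays with both sex signals.

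Near Tyr, 4 of 100 splits of the mice by coat colour sizes gave as many genes at unadjusted p under 0.05 as the 47 of the real split (highest other 90), so chance is excluded at this level but a split with more exists. Mismatch of probes with Mus spretus alleles could give the same excess, mostly toward white mice. Other probe sets of the genes near Tyr shared the sign in 79.1% of cases and those of genes elsewhere in 88.8% (Fisher's exact test p = 0.0817), which leaves that explanation open. Differences of regulation between the alleles stay open as well, as genotypes are not used here.

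Other splits of the same mice into groups of the same sizes were drawn 100 times for each contrast, the real one included. Chance is excluded for the genes of spindle minus SCC, where 1 of 100 splits gave as many (3391 genes, highest other 905), and of p53 mutant minus p53 not mutant, where 1 of 100 did (36, highest other 29). This holds for the main fits only. The smaller p53 counts after removal of arrays or with histology as a covariate were not compared with splits. For male minus female 2 of 100 gave as many genes as the 7 called, and the highest other, 261, points to a structure of the samples, which was not tested further. The contrasts with 0 genes by limma, which the report gives with their counts at unadjusted p under 0.05 and by SAM, are matched by 100 of 100 splits. The highest others were 3 for poor minus well SCC, 231 for resistant minus sensitive, 0 for node-positive minus node-negative, 3 for agouti minus white and 48 for the interaction of sex and histology. As many lists by camera were called in 35 of 100 splits for spindle minus SCC (13 lists, highest other 20), 51 for poor minus well SCC (11, highest other 19), 100 for p53 mutant minus p53 not mutant (2, highest other 18) and 9 for resistant minus sensitive (15, highest other 18). The numbers were 75 for node-positive minus node-negative (9, highest other 19), 73 for agouti minus white (8, highest other 18) and 78 for male minus female (8, highest other 19), so chance is not excluded for any of these counts of lists.

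Here 17 mice with a carcinoma fell in the resistant class and 16 in the sensitive class. The first number is higher, and the second lower, than the values quoted from the study above. The mice here are those with a carcinoma array, and the study does not say which of its mice the classes count. The carcinomas came from its treated cohort. By the labels used here, its resistant class therefore cannot count that whole cohort, as 17 of the mice with a carcinoma already fall in it. Of 10 carcinomas with a partner from the same mouse, 3 had it as the nearest tumour. That share is lower than the value quoted from the study above for papilloma pairs, though each is counted in its own way.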
